# A standardized fold change method for microarray differential expression analysis used to reveal genes involved in acute rejection in murine allograft models

**DOI:** 10.1002/2211-5463.12343

**Published:** 2018-01-25

**Authors:** Weichen Zhou, Yi Wang, Masayuki Fujino, Leming Shi, Li Jin, Xiao‐Kang Li, Jiucun Wang

**Keywords:** gene expression, microarray analysis, murine transplantation model, standardized fold change

## Abstract

Murine transplantation models are used extensively to research immunological rejection and tolerance. Here we studied both murine heart and liver allograft models using microarray technology. We had difficulty in identifying genes related to acute rejections expressed in both heart and liver transplantation models using two standard methodologies: Student's *t* test and linear models for microarray data (Limma). Here we describe a new method, standardized fold change (SFC), for differential analysis of microarray data. We estimated the performance of SFC, the *t* test and Limma by generating simulated microarray data 100 times. SFC performed better than the *t* test and showed a higher sensitivity than Limma where there is a larger value for fold change of expression. SFC gave better reproducibility than Limma and the *t* test with real experimental data from the MicroArray Quality Control platform and expression data from a mouse cardiac allograft. Eventually, a group of significant overlapping genes was detected by SFC in the expression data of mouse cardiac and hepatic allografts and further validated with the quantitative RT‐PCR assay. The group included genes for important reactions of transplantation rejection and revealed functional changes of the immune system in both heart and liver of the mouse model. We suggest that SFC can be utilized to stably and effectively detect differential gene expression and to explore microarray data in further studies.

**Abbreviations**
FNR: false negative rate
FPR: false positive rate
Limma: linear models for microarray data
MAQC: MicroArray Quality Control
POD: post‐operative day
qRT‐PCR: quantitative RT‐PCR
SFC: standardized fold change

At the stage of organ failure, organ transplantation is a life‐saving medical procedure, though it still has some problems, e.g. transplant rejection and the requirement for life‐long immunosuppressive drugs. Transplantation models without immunosuppression are important and the mechanisms of rejection and tolerance in these models need to be revealed.

Microarray technology is well established and widely used, providing a picture of gene expression or RNA profiling in different tissues 1. To identify differential expression, Student's *t* test and linear models for microarray data (Limma) are two popular choices 2, 3, 4. The *t* test utilizes information for all the samples (or standard deviations) in one microarray probe and is conducted independently among different probes 4, while Limma uses the empirical Bayesian approach of shrinkage of the estimated sample variances towards a pooled estimate. The information (means and standard deviations) from all the probes in a replicate set of experiments is combined and used at the level of one probe to detect differential expression in Limma 2.

In the present study, we established murine heart and liver allograft models and used microarray technology to reveal the significant genes that related to transplant rejection. By using the *t* test and Limma, no significant intersecting genes were obtained in these models. Therefore, we developed a new method, named standardized fold change (SFC), to detect differential expression by taking information from the neighbors of one probe with an adjustable bin size. To compare SFC with the *t* test and Limma, we generated a simulated data set to estimate the performance and used the real experimental datasets from the MicroArray Quality Control (MAQC) platform and the transplantation model to estimate the reproducibility. We concluded that SFC can be applied as a new and effective approach to detect differential expression and contribute more reliable results in microarray studies. Then, SFC reported a set of significant genes from expression data from the murine heart and liver allograft, and we further validated them by qRT‐PCR. Gene expression changes revealed functional reactions and pathway activities in the early stage of allograft in both heart and liver.

## Materials and methods

### Animals

Male B10.BR (BR, H‐2k), B10.D2 (D2, H‐2d), C57BL/10 (B10, H‐2b) and CBA (H‐2k) mice (weighing 25–30 g) were purchased from the Shizuoka Laboratory Animal Center (Shizuoka, Japan) and housed and cared for in agreement with the guidelines of the Institutional Animal Care and Use Committee and the National Research Institute (Japan) for Child Health and Development guidelines on laboratory animal welfare. The Committee on the Care and Use of Laboratory Animals at the National Research Institute accepted the experimental protocol for Child Health and Development (Permission no.: 2002‐003). All surgical procedures were conducted under anesthesia with isoflurane/oxygen, and all attempts were made to minimize suffering.

### Transplantation and RNA extraction

Cardiac transplantation was performed from a sex‐matched B10 donor to a CBA recipient by microsurgical techniques. Intra‐abdominal vascularized heterotopic mouse cardiac transplantation was performed 5. The cardiac graft survival was determined using daily palpation of the recipient's abdomen. Three case samples on the fifth day were obtained. BR mice were used as donors and D2 mice were used as recipients in the orthotopic hepatic transplantation. We performed transplantation surgery on the mice 6 in which for orthotopic liver transplantation, BR mice were used as donors and D2 mice were used as recipients. We subsequently transplanted the liver into the recipient mice using the cuff technique 6. Grafts were harvested at post‐operative day 5 (POD5) or at POD8 after transplantation and were submerged in RNAlater® stabilization solution (Life Technologies, Carlsbad, CA, USA) for freezing. Total RNA was extracted from frozen tissue samples using ISOGEN (NipponGene, Tokyo, Japan). We also designed control groups of three normal cardiac tissues and three hepatic tissues.

### Standardized fold change method

The probe signals from microarray data were firstly natural log‐transformed and then manipulated with quantitative normalization. To assess the differential expressions among cases and controls, the statistic SFC is defined as:

(1) $${\text{SFC}}_{i}=\frac{T-C}{\text{STDEV}(T-C)}=\frac{T_{i}-C_{i}}{\sqrt{\text{Var}\left(T-C\right)}}=\left(\frac{\text{Median}\left(t_{1},t_{2}\ldots t_{i}\right)-\text{Median}\left(c_{1},c_{2},\ldots c_{i}\right)}{\sqrt{\text{Median}\left({\left(T_{i-b/2}-C_{i-b/2}\right)}^{2},\ldots {\left(T_{i}-C_{i}\right)}^{2},\ldots {\left(T_{i+b/2}-C_{i+b/2}\right)}^{2}\right)/0.455}}\right).$$

For the variance of each probe, we ranked all probes by the mean values of signals from all samples and then took the median value of its *b* nearest neighbors as the variance, where the default bin size of *b* here is 1000. The SFC software now implements this algorithm in the Linux system and can be found at https://github.com/WeichenZhou/SFC.

### Simulation data study

We generated the simulated data from simple formulas with the Gaussian noise (mean = 0, variance = 1) as a default distribution for gene expression data 7. The control and case samples in the null hypothesis are shown as follows:

$$\text{H0 control}:y_{0}=x_{0}+N\left(0,1\right)\left[\sqrt{(kx_{0})+1}\right]$$

(2) $$\text{H0 case}:y_{0}^{\prime }=\left(1+\theta_{0}\right)x_{0}^{\prime }+N\left(0,1\right)\left[\sqrt{(kx_{0}^{\prime })+1}\right]$$

where θ represented the differential expression underlying cases versus controls and we defined θ_0_ as 0% and *k* is 1. The control and case samples in the alternative hypothesis are shown as follows:

$$\text{H1 control}:y_{1}=x_{1}+N\left(0,1\right)\left[\sqrt{(kx_{1})+1}\right]$$

(3) $$\text{H1 case}:y_{1}^{\prime }=\left(1+\theta_{1}\right)x_{1}^{\prime }+N\left(0,1\right)\left[\sqrt{(kx_{1}^{\prime })+1}\right].$$

We defined θ_1_ as 10%, 25% and 50%, respectively. The size of real positive calls consists of 1%, 5% and 10% of the whole simulated data, respectively. Following these, a 100‐time simulation was conducted to assess the false positive rate (FPR) and the false negative rate (FNR).

### MAQC data and the reproducibility analysis

The MAQC project was developed by the US Food and Drug Administration (FDA) to provide standards and quality control metrics and involved six centers [Applied Biosystems (Thermo Fisher Scientific, Waltham, MA, USA), Affymetrix (Santa Clara, CA, USA), Agilent Technologies (Santa Clara, CA, USA), GE Healthcare (Chicago, IL, USA), Illumina (San Diego, CA, USA) and Eppendorf (Hamburg, Germany)] that are major providers of microarray platforms and RNA samples 1, 8. The reproducibility of the top 100 and 1000 significant genes was estimated inter‐ and intra‐platform by the three statistical methods, and heatmaps were drawn with the matrix of each batch. For the expression data from the mouse transplant model, we picked up two out of three cases and controls to build one batch and made a 9 × 9 matrix heatmap to estimate the reproducibility. The significance level of mouse microarray data was 0.05.

### Application on mouse transplantation data

We detected differential expression of genes between cases and controls in three phases: POD5 of cardiac transplantation, POD5 of hepatic transplantation and POD8 of hepatic transplantation. All *P*‐values from expression data were adjusted by the Bonferroni correction. After getting all significant probes from SFC, we converted the probe level significance to gene level using an annotation file. Venn diagrams showed the significant genes with differential expression. Pathway and gene ontology (GO) enrichment analyses were performed by using the Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) with the Bonferroni correction‐adjusted *P*‐values < 0.05 9. Mouse transplantation data have been deposited in NCBI's Gene Expression Omnibus 10 and are accessible through GEO Series accession no. GSE89340. All data were conducted by quantile normalization before processing by different methods. Limma can be found as the R package limma 2, 3 and the heatmaps were created by gplots. All R packages can be downloaded from Bioconductor (www.bioconductor.org).

### Quantitative RT‐PCR (qRT‐PCR)

The RNA was reverse‐transcribed to cDNA using a PrimeScript® RT Reagent Kit (Takara Bio, Shiga, Japan) as described previously 11. The sequences used in our study are shown in Table S3. Quantitative RT‐PCR (qRT‐PCR) was performed using a SYBR Green system on the Applied Biosystems PRISM7700 instrument (Thermo Fisher Scientific), and experiments were conducted using 0.4 μm of each primer in a final reaction volume of 20 μL of KAPA SYBR® FAST qPCR kit (Kapa Biosystems, Cape Town, South Africa). The PCR cycling conditions were as follows: 95 °C for 30 s, and 50 cycles of 95 °C for 5 s, 60 °C for 1 min. The normalized threshold cycle (*C*_t_) value of each gene was obtained by subtracting the *C*_t_ value obtained for 18S rRNA. The cardiac mRNA levels were analyzed on POD5. Figure 4 indicates the number of copies of each of the three representative mRNAs measured in the syngeneic grafts or allografts obtained from three individuals. The relative amount of each mRNA was normalized to that of 18S rRNA. All experiments were analyzed in three mice per time point and expressed as the mean ± SEM. The significance level was set as *P *<* *0.05 compared with syngeneic grafts on day 5.

## Results

### The SFC method

We observed that the distribution of the mean value and variance of one probe signal is non‐linear (Fig. S1). The information from neighboring probes can usually be borrowed to improve the statistical power 2. SFC was introduced to estimate variance for each probe, rather than obtaining this from all samples; it takes information from the neighbors of that probe with an adjustable bin size *b*. As we set up the default value of *b* as 1000, the variance of cases and controls in one probe can be obtained by calculating the median for those probes separately. Eventually, by following Eqn (1), we can obtain the statistic SFC for every probe, and the *P*‐value can be further estimated based from these.

### SFC had a better sensitivity and specificity based on simulation data

We investigated the FPR and the FNR of the three methods under the null hypothesis and alternative hypothesis. As indicated in Eqn (2), signals of the null hypothesis were generated by a simple formula, *y *=* x*, with the Gaussian noise added. The basic formulas are adjustable with the parameters *k*. The signals of the alternative hypothesis were described by Eqn (3), with variable values of θ and the portion of real positive calls. We calculated the FPR and FNR for every different θ and portion of real positive calls with a 0.05 significance threshold and 100‐times simulation (Table 1).

**Table 1:** Evaluation of the three methods with *P *<* *0.05

	*t* test	Limma	SFC	θ
H0				
FPR (%)	5.043	5.222	5.694	
FNR (%)	0.000	0.000	0.000	
Calls in total (%)	5.043	5.222	5.694	
H1: simulated real positive calls = 1%				
FPR (%)	6.043	5.455	5.350	10%
	8.763	6.306	5.038	25%
	14.255	8.600	3.990	50%
FNR (%)	6.825	15.367	6.958	10%
	0.783	1.933	0.058	25%
	0.808	0.025	0.000	50%
Calls in total (%)	6.908	6.240	6.220	10%
	9.661	7.217	5.980	25%
	15.098	9.507	4.943	50%
H1: simulated real positive calls = 5%				
FPR (%)	13.306	7.987	3.616	10%
	32.978	17.856	1.818	25%
	52.026	34.301	1.057	50%
FNR (%)	6.942	15.283	8.224	10%
	0.492	2.108	0.075	25%
	0.699	0.020	0.000	50%
Calls in total (%)	17.290	11.820	8.020	10%
	36.301	21.854	6.714	25%
	54.388	37.5817	5.999	50%
H1: simulated real positive calls = 10%				
FPR (%)	27.850	13.782	1.615	10%
	56.305	35.345	0.626	25%
	73.170	57.081	0.266	50%
FNR (%)	7.282	15.334	9.830	10%
	0.551	2.042	0.277	25%
	0.652	0.019	0.000	50%
Calls in total (%)	34.336	20.870	10.470	10%
	60.619	41.606	10.535	25%
	75.787	61.371	10.238	50%

Under the null hypothesis, the rates of the three methods are all near the significance threshold between 5% and 6% (Fig. 1A). Under the alternative hypothesis, SFC had a better performance for FPR than the other two methods generally (Fig. 1B). With an increasing θ and portion of real positive calls, the FPR of SFC showed a decreasing bias, whereas Limma and the *t* test showed a positive bias with these parameters (Table 1). For the FNR, as the θ and portion of real positive calls increased, Limma showed a faster decline than the *t* test, while SFC had a lower FNR than Limma and performed better with larger θ and portion of real positive calls. Interestingly, SFC shows a relatively small number of calls (from 4.9% to 10.5%, Table 1), while Limma and the t test calls a larger set in this situation. In sum, comparing with Limma and the *t* test at the significance threshold of 0.05, SFC had a better sensitivity and specificity, especially with a larger value of differential expression fold change (θ = 50%).

**Figure 1:**
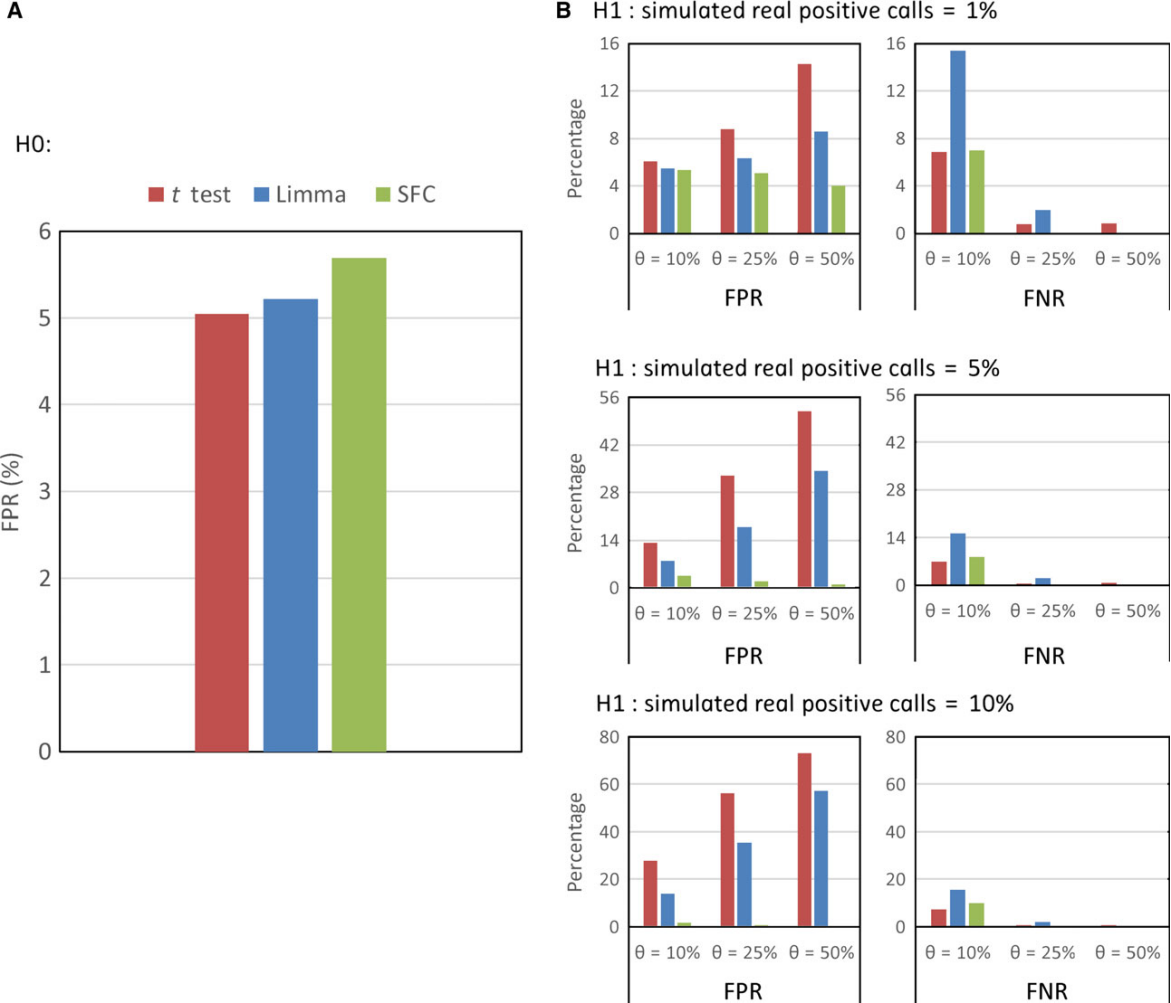
Bar graphs of FPR and FNR from the three methods under the null hypothesis (H0) and the alternative hypothesis (H1). (A) FPR under the null hypothesis (FN = 0). (B) FPR and FNR under different alternative hypotheses, in which θ is equal to 10%, 25% and 50% and the simulated real positive calls are 1%, 5% and 10% of the whole simulated data, respectively. The significance threshold is 0.05.

### Reproducibility of SFC is better than Limma and the t test based on MAQC and mouse transplantation data

Reproducibility is an indispensable estimator for the experiments and algorithms 12, 13. We chose both the MAQC dataset and the mouse cardiac transplantation data to assess the reproducibility of SFC, Limma and the *t* test.

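The mouse cardiac data consisted of 6 single-colour Agilent arrays, each hybridized with Cy3-labelled total RNA, for 3 cardiac allografts taken at POD5 and 3 controls. The methods describe the control groups as normal tissue and the comparisons of the results name isografts, so they are called controls here. The authors deposited the processed signal of each spot, an intensity on the linear scale from which the scanner software had subtracted a local background, without normalization between arrays. Leaving out the array's own control spots, each array held 43379 spots for 41174 probes. Spots marked as outliers, between 71 and 113 on a cardiac array, were left out. The natural logs of the remaining spots of a probe were averaged, and the 6 arrays were quantile normalized together. A total of 41025 probes had a value on all 6 arrays and were tested. The 75th percentile of the processed signal lay between 394 and 710 on the allograft arrays and between 1021 and 1247 on the control arrays. By the software's own mark, set on at least 0.5 of a probe's spots, 56.2% to 67.0% of probes lay well above background on the allograft arrays and 68.8% to 70.5% on the control arrays. All 3 allograft arrays were on 1 slide and all 3 control arrays on another, so that slide and group cannot be told apart in the cardiac data. SFC was calculated from Eqn (1) with the difference between the group medians of a probe and the median squared difference of its 1000 nearest probes by mean signal, and its P-value was read from a standard normal distribution, 2-sided. Limma was run with its lmFit and eBayes functions, and the methods' t-test with equal variances, on the same values. The number of arrays limits the precision, since the smallest P-value that an exact permutation test of 3 arrays against 3 can give is 0.10 (2-sided). For the reproducibility, 2 of the 3 allografts and 2 of the 3 controls made a batch, and each of the 9 batches was quantile normalized by itself before the methods were applied.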

We calculated the reproducibility of the top 100 and top 1000 genes for MAQC by using the three methods. For the interplatform comparison, the heatmap shows that SFC performed a better reproducibility than Limma and the *t* test among six platforms when detecting both the top 100 and the top 1000, while for intra‐platform reproducibility, all three methods did not perform well in detecting either the top 100 or the top 1000 significant genes (Fig. 2A,B). The same operations were conducted in the mouse cardiac transplantation data, where SFC also showed a better performance than the others (Fig. 2C). Therefore, according to better performances of reproducibility for both the MAQC data and the mouse transplantation data, SFC is more stable than Limma or the *t* test.

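Between the 9 batches of cardiac arrays, the overlap was taken for each of the 72 ordered pairs as the share of the genes called in the first batch that were also called in the second, at an unadjusted significance level of 0.05. The mean overlap was 73.5% ± 7.29 (SD over pairs) for SFC, 77.9% ± 12.5 for Limma and 65.6% ± 16.1 for the t test. The lists differed in length, with a median of 2657 genes per batch for SFC, 12238 for Limma and 9841 for the t test. Pairs of batches share 2 or 3 of their 4 arrays, and the overlap rose with the arrays shared. It was 68.4% with 2 shared arrays and 78.6% with 3 for SFC, 72.6% and 83.1% for Limma, and 57.7% and 73.4% for the t test. When each batch was limited to the 100 genes with the smallest P-values, the overlap was 86.8% ± 4.06 for SFC, 35.9% ± 11.5 for Limma and 8.72% ± 8.45 for the t test. With 1000 genes per batch it was 71.8% ± 6.16, 47.3% ± 12.0 and 23.1% ± 12.5, in the same order. At a Bonferroni-adjusted significance level of 0.05, SFC called 90 to 129 genes per batch with an overlap of 85.8%, and Limma and the t test called at most 2. From the overlaps in Fig. 2C together with those of the MAQC data, the paper concludes that SFC is more stable than Limma or the t test.

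**Figure D1:**
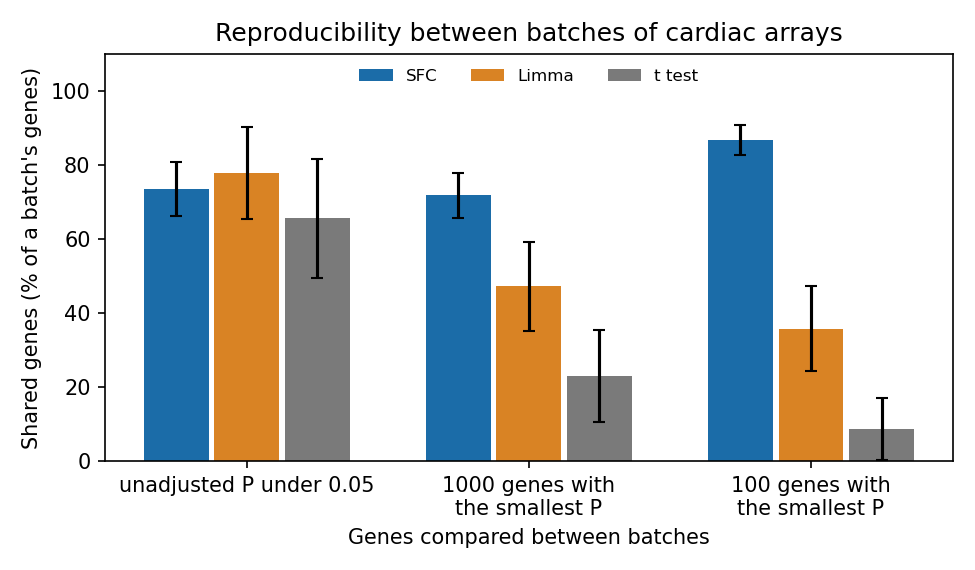
Mean share of the genes of a batch that were also found in another batch, in percent, for SFC, Limma and the t test. Bars are means and error bars are SD over 72 ordered pairs of batches of cardiac arrays, which share arrays and are not independent; Limma lies highest at an unadjusted P-value under 0.05 (77.9%) and SFC highest in lists of 1000 (71.8%) and 100 genes (86.8%).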

**Figure 2:**
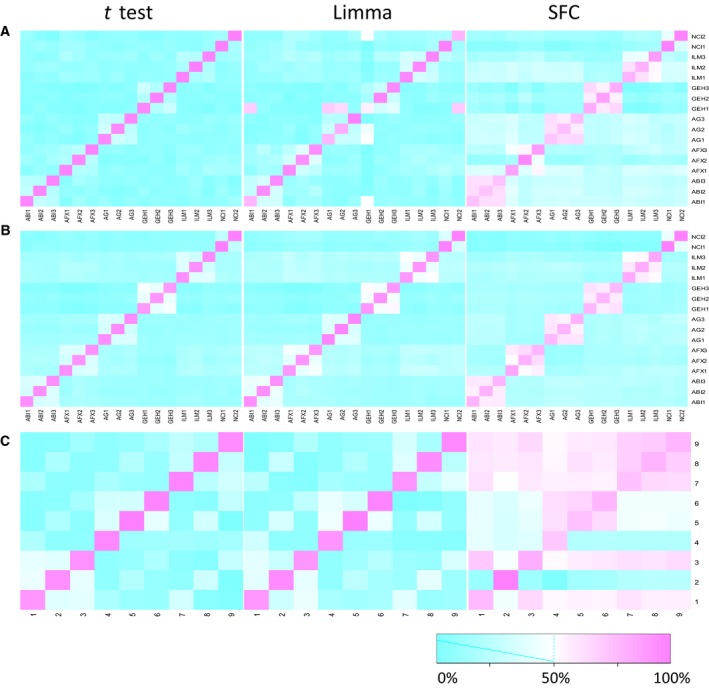
Heatmaps of reproducibility analysis. (A) Reproducibility of top 100 significant genes by *t* test, Limma and SFC based on MAQC data. (B) Reproducibility of top 1000 significant genes by the three methods based on MAQC data. (C) Reproducibility of significant genes by the three methods based on pairwise analysis of data from the mouse cardiac graft model.

### Intersected significances from mouse transplantation data were found by SFC and validated by qRT‐PCR

We further utilized the three methods to analyze the mouse organ transplantation data and validated the results. After the experimental process generating CEL files from mouse tissues, we conducted these methods on the expression data of POD5 of cardiac transplantation and POD5 and POD8 of hepatic transplantation.

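The hepatic data consisted of 9 arrays of the same design, for 3 allografts at POD5, 3 allografts at POD8 and 3 controls that served both time points. The deposited intensities were treated as described for the cardiac arrays, with the 6 arrays of each time point and the controls normalized together. Between 47 and 92 spots per array carried an outlier mark, and 41155 probes were tested at POD5 and 41157 at POD8. The hepatic control arrays were dimmer than the allograft arrays before normalization. The 75th percentile of their processed signal lay between 92.1 and 226, against 338 to 478 at POD5 and 384 to 454 at POD8. Between 52.5% and 57.0% of probes lay well above background on a control array, 58.2% to 66.2% on a POD5 array and 61.4% to 66.3% on a POD8 array. Where a probe of a named gene did not lie well above background on any array of one group, the fold is given as a lower bound, "at least N-fold". The bound sets the other group's mean against the mean, over the arrays of the dim group, of the lowest normalized signal among probes well above background or the probe's own signal, whichever was higher. It belongs to that probe under the processing described here, and another probe or background correction can fall below it. No fold is given where neither group had such an array. The hepatic arrays were spread over 5 slides, and the slide of the third POD5 allograft also held the cardiac allografts.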

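In the cardiac allografts, SFC called 222 genes through 243 probes at a Bonferroni-adjusted significance level of 0.05, of which 122 were higher and 100 lower than in the controls. The 3 allografts lay beyond the 3 controls in 163 of these genes, and so did 54.6% of all probes tested, where chance separates 10%. Of all probes tested, 25.1% did not lie well above background on any of the 6 arrays, and of the 243 called probes, 107 (44.0%) did not. Their fold changes were small, with a median of 1.47 and a highest value of 2.47, against a median of 28.3 for the 121 called probes that lay well above background on all 6 arrays. Of the 107 genes called through such dim probes, 23 were higher and 84 lower in the allografts, and of the other 115 genes, 99 were higher and 16 lower. Apart from other significance levels, the count moved most under a normexp background correction, chosen after the data were seen, to 104 genes. Scaling the arrays to their 75th percentile in place of quantile normalization gave 105 genes, 95 higher and 10 lower, and moved the median log2 fold change of all probes from 0.01 to 0.46. Without each array in turn, SFC called between 175 and 228 genes, with 28 (without the third allograft) to 101 of them lower. The genes with the largest SFC among those separated in every array were Ifng, BC010322 and Ubd. The log2 signal of Ifng (NM_008337) was 15.44 ± 0.72 (SD, 3 arrays) in the allografts and 5.06 ± 0.20 in the controls, a 1531.5-fold difference of medians with an SFC of 14.5 and a Limma log2 difference of 10.38 (adjusted P = 5.1e-04, Benjamini-Hochberg), higher in 3 of 3 allografts. BC010322 was at least 1528-fold higher in the allografts (SFC 12.5). Ubd was 445-fold higher (SFC 12.3), with 15.02 ± 0.47 in the allografts and 5.37 ± 1.52 in the controls. The lower genes with the largest SFC were AK006573 (-11.8), NM_177159 (-10.5) and Dleu7 (-9.85), each through a probe that was dim in both groups. A brighter probe of NM_177159 was 2.48-fold higher in the allografts and not called.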

According to SFC, 178 significant genes were differentially expressed in the cardiac allografts compared with isografts, including 158 overexpressed genes and 20 underexpressed genes (Fig. 3). There were also 362 genes (263 overexpression and 99 underexpression) having significantly different expression in the hepatic POD5 allografts compared with isografts, and 389 genes (258 overexpression and 131 underexpression) having significantly different expression in the hepatic POD8 allografts compared with isografts. 

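In the hepatic arrays, SFC called 338 genes at POD5, 299 higher and 39 lower, and 364 genes at POD8, 322 higher and 42 lower. The allografts lay beyond the controls in 258 and 263 of these genes, and in 31.2% and 31.4% of all probes tested. Of the called probes, 112 of 361 at POD5 (31.0%) and 125 of 397 at POD8 (31.5%) did not lie well above background on any array, with median fold changes of 1.499 and 1.59, against 10.6 and 7.99 where all 6 arrays did. Among all probes tested the share of such dim probes was 30.6% at POD5 and 31.0% at POD8, close to that among the called probes. Without each array in turn, the number of genes ranged from 249 to 501 at POD5 and from 352 to 541 at POD8. The lower genes among them ranged from 18 (without the second POD5 allograft) to 158 (without the first control) at POD5, and from 20 (without the second POD8 allograft) to 208 (without the first control) at POD8. Both time points called 181 genes, all in the same direction. Because both used the same controls, overlap arises without any effect, and in 20 simulations of unchanged groups against those controls a median of 102 genes (range 91 to 117) was called at both, 85.1% to 99.0% of them in the same direction. The unchanged groups of the simulations had a median of 484.5 called genes, more than the 338 and 364 of the real groups. They held no changed probes, whose differences enter the SFC denominator in the real data, so that these counts are not its error rate there. Gzmb, Ubd and Cxcl9 had the largest SFC among separated genes at both time points. At POD5 Gzmb was 214-fold higher in the allografts (SFC 13.9, log2 signal 12.25 ± 0.14 against 5.00 ± 0.76, SD over 3 arrays), Ubd 167-fold (SFC 13.7) and Cxcl9 60.5-fold (SFC 12.4). At POD8 they were 169-fold (SFC 15.6), 71.2-fold (SFC 14.1) and 48.4-fold higher (SFC 13.9). Moxd1 had the largest SFC of the lower genes at POD5 (-10.9), with a log2 signal of 3.05 ± 1.18 in the allografts, 1 of which lay well above background, and 8.39 ± 1.87 in the controls. At POD8 its SFC was -8.90, with 2 of 3 allografts above background. Limma's adjusted P-values for Moxd1 were 0.068 and 0.054 (Benjamini-Hochberg), with all 3 allografts below all 3 controls at either time point. The other lower genes with the largest SFC, Slc46a2 and AK052097 at POD5 and AK040392 and Catsperz at POD8, were called through probes that were dim on all 6 arrays. AK040392 was not lower under the normexp correction, and the brightest probe of Catsperz was not called.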

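SFC called 63 genes in all 3 phases, the cardiac allografts at POD5 and the hepatic allografts at POD5 and POD8. Of these, 62 were higher in the allografts in every phase. The remaining gene, AK079569, was higher in the heart (SFC 5.43) and lower in the liver (SFC -5.51 at POD5 and -5.95 at POD8), and its probe did not lie well above background on any of the 15 arrays. The median fold change of the 63 genes was 34.5 in the heart, 17.4 in the liver at POD5 and 24.0 at POD8. With genes at their lower bound, 2 in the heart and 6 at each hepatic time point, it was 35.5, 16.9 and 22.2. Limma called 62, 55 and 58 of the 63 at a Benjamini-Hochberg adjusted level of 0.05. A further 139 genes were called in the heart only, 5 in the heart and the liver at POD5, 15 in the heart and the liver at POD8, 118 at both hepatic time points, 152 at hepatic POD5 only and 168 at hepatic POD8 only. The paper drew the 45 genes named in Table 2 or Table S4 from its own intersection on these arrays. Of these 45 genes, 43 had a probe named here and 41 were among the 63, and 22 of the 63 are named in neither table. The number ranged from 51 to 73 without each array in turn and was 52 under the normexp correction.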

Based on these, an intersection of these three groups was obtained that included 52 important genes, in which they are all overexpressed for cardiac transplantation and 51 overexpressed and one underexpressed for hepatic transplantation (Fig. 3). At the same time, the calling sets of significant genes underlying Limma and the *t* test (Fig. S4A,B) showed no intersecting ones.

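At the Bonferroni-adjusted level of 0.05, Limma called 84 genes in the heart (54 higher, 30 lower), 6 in the liver at POD5 and 39 at POD8, all higher at both hepatic time points. The t test called 19 genes in the heart (12 higher, 7 lower), 5 at hepatic POD5 (4 higher, 1 lower) and 13 at POD8 (13 higher). Its cardiac split depended on the arrays, with 22 higher and 0 lower without the first allograft, and 1 and 8 without the first control. No gene was called in all 3 phases by Limma or by the t test. At an unadjusted significance level of 0.05 the intersections held 3222 genes for Limma, 2473 for the t test and 634 for SFC, and after Benjamini-Hochberg adjustment 648, 104 and 181. The 6 Limma genes at hepatic POD5, named after their values were seen, were Cd8a, ENSMUST00000103266, Gbp5, Septin1, Gpr171 and Siglecf, and the 5 of the t test were Gbp5, ENSMUST00000103266, Naf1 (lower), Septin1 and Fanca. Limma's intersection was not empty under some alternatives. It held 17 genes with the 75th percentile scaling, 19 with only probes well above background and 129 with 1 fit of all 5 groups, and 4 with the normexp correction. The t test's intersection was empty under each of these that was run for it. Leaving out 1 array lowered Limma's counts to between 4 (without the first cardiac allograft) and 40 in the heart, 0 (without the second hepatic control) and 2 at hepatic POD5, and 2 (without the first POD8 allograft) and 8 at POD8, with fewer arrays in each fit.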

**Figure 3:**
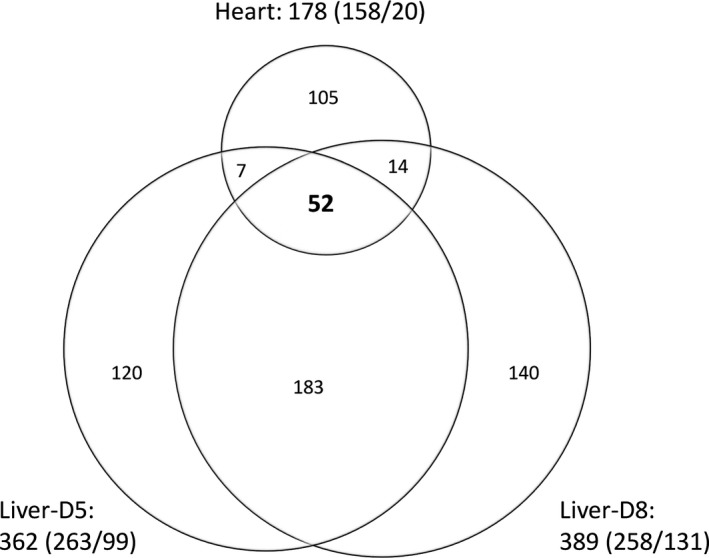
Venn diagram of significant genes analyzed by SFC with the level of significance set at *P < *0.05 after the Bonferroni correction. The overall numbers of significant genes in three phases are shown outside, which are followed by numbers in parentheses showing the counts of overexpressed genes versus underexpressed ones. The circle at the top represents POD5 for heart; the circle at the bottom left represents POD5 for liver and the circle at the bottom right represents POD8 for liver.

We further performed qRT‐PCR for the calls derived from SFC to validate the fold change of the mRNA expression. Nineteen mRNAs, which were upregulated in both the cardiac and the hepatic allografts compared with isografts, were randomly selected (Tables 2 and S3). 

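Each gene of Table 2 was read from the brightest probe that carried the accession in that table. All 3 allografts lay above all 3 controls for each of the 19 genes in every phase (exact permutation test, P = 0.10, the smallest that 3 arrays against 3 allow). The median fold change of the 19 genes was 44.7 in the heart, 32.1 in the liver at POD5 and 40.0 at POD8, and genes with a control above background ranged from 16.1 to 1531.5, from 12.3 to 214 and from 17.1 to 169. None of the 3 control arrays lay well above background for 1 gene in the heart and 7 genes at each hepatic time point, and with these at their lower bound the medians were 44.7, 29.3 and 34.8. SFC called 18, 18 and 19 of the 19 genes and Limma 4, 1 and 2 after Bonferroni adjustment. After Benjamini-Hochberg adjustment over all probes Limma called 19, 19 and 18, and adjusted over the list alone 19 in each phase, which is not independent evidence because the study chose the list on these samples. In the heart, Gzmb was 144-fold and Cd8a 80.4-fold higher in the allografts, and Gbp2b, whose controls were below background, at least 606-fold. Klrk1 was 16.1-fold higher there with an SFC of 3.54 and was not called. In the liver, the bound for the brightest Cd8a probe was 103-fold at POD5 and 109-fold at POD8. Another probe with the same accession, read after the values were seen, gave 43.0-fold and 44.1-fold without a bound. The bound therefore does not hold for every probe of the gene. Ifng, with 2 of 3 hepatic controls above background, was 36.3-fold and 55.4-fold higher. Pdcd1lg2 was at least 1.82-fold higher at hepatic POD5, with an SFC of 3.69, and was not called. Ido1 at hepatic POD8, with 1 of 3 controls above background, was 42.6-fold higher with a spread between allografts of 2.27 (SD, log2), and its Limma adjusted P was 0.085 (Benjamini-Hochberg), with 3 of 3 allografts above the controls. None of the 19 genes changed direction under any alternative. The ratio of mean signals without normalization gave medians of 25.8, 63.5 and 75.5, and the normexp correction 27.1, 5.91 and 5.54, with the SFC call lost for 3, 5 and 5 genes. Under that correction the highest fold of the 19 genes was 552, 54.2 and 50.2. These lie below the bounds given for Gbp2b in the heart and Cd8a in the liver, which depend on how background is treated.

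**Figure D2:**
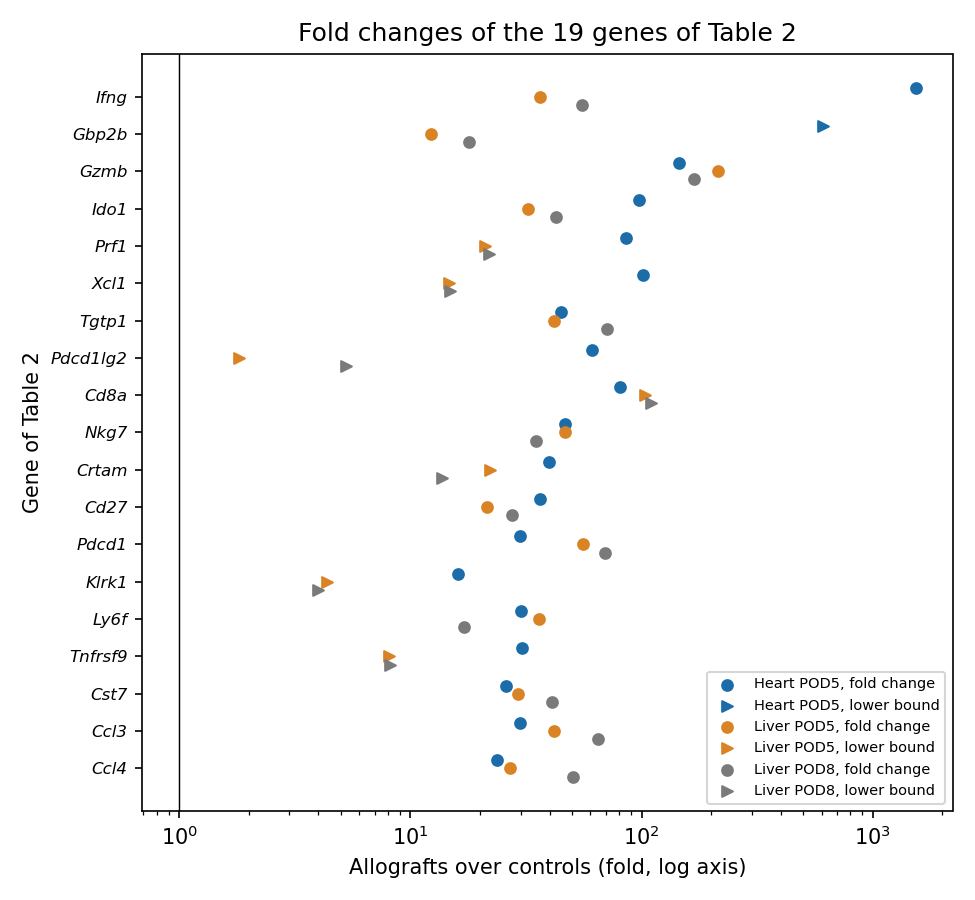
Fold of allografts over controls (log axis) for the 19 genes of Table 2 in the heart at POD5 and the liver at POD5 and POD8, from 3 arrays per group. Circles are ratios of group medians. Triangles are lower bounds, for the probe read and the processing described here, for genes whose controls were below background. All points lie above 1, the lowest being the bound of 1.82 for Pdcd1lg2 in the liver at POD5 and the highest 1531.5 for Ifng in the heart.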

Being consistent with the results of microarray, a significantly higher amount of mRNA expression was detected in allografts versus isografts in cardiac (Fig. 4A) and hepatic (Fig. 4B) allografts.

**Table 2:** List of validated genes

Accession no.	Gene	Gene name	Fold‐heart	Fold‐liver‐D5	Fold‐liver‐D8
NM_008337	*Ifng*	Interferon gamma	1593.863	54.675	72.591
NM_010259	*Gbp2b*	Guanylate binding protein 2b	1263.049	12.951	18.460
NM_013542	*Gzmb*	Granzyme B	185.351	147.035	114.736
NM_008324	*Ido1*	Indoleamine‐2,3‐dioxygenase 1	103.729	38.474	47.050
NM_011073	*Prf1*	Perforin 1 (pore forming protein)	99.539	38.016	37.767
NM_008510	*Xcl1*	Chemokine (C motif) ligand 1	82.096	27.777	26.918
NM_011579	*Tgtp1*	T cell specific GTPase 1	76.367	33.074	59.197
NM_021396	*Pdcd1lg2*	Programmed cell death 1 ligand 2	74.231	14.479	41.463
NM_001081110	*Cd8a*	CD8 antigen, alpha chain	60.400	33.458	32.012
NM_024253	*Nkg7*	Natural killer cell group 7 sequence	47.828	38.247	30.322
NM_019465	*Crtam*	Cytotoxic and regulatory T cell molecule	46.089	26.296	15.863
NM_001033126	*Cd27*	CD27 antigen	33.240	39.830	41.565
NM_008798	*Pdcd1*	Programmed cell death 1	29.391	74.356	69.542
NM_033078	*Klrk1*	Killer cell lectin‐like receptor subfamily K, member 1	28.611	18.487	16.631
NM_008530	*Ly6f*	Lymphocyte antigen 6 complex, locus F	27.006	56.930	29.637
NM_011612	*Tnfrsf9*	Tumor necrosis factor receptor superfamily, member 9	26.947	30.625	29.872
NM_009977	*Cst7*	Cystatin F (leukocystatin)	25.625	26.383	30.931
NM_011337	*Ccl3*	Chemokine (C‐C motif) ligand 3	21.102	47.883	82.279
NM_013652	*Ccl4*	Chemokine (C‐C motif) ligand 4	19.907	35.686	56.794

**Figure 4:**
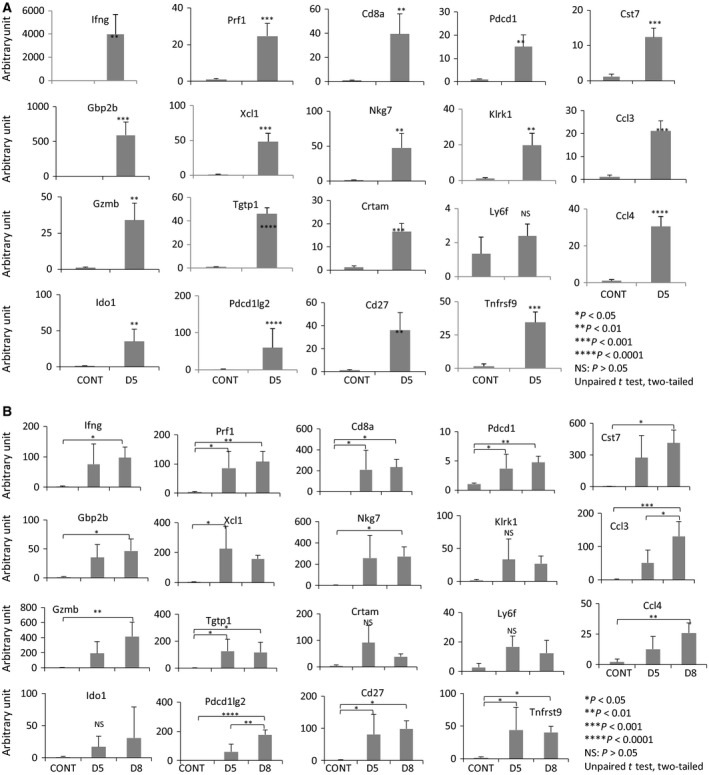
Validation of the microarray data using a qRT‐PCR assay in the mouse cardiac graft model and hepatic graft model. (A) Cardiac mRNA levels analyzed on POD5, indicating the values of mRNAs measured in the syngeneic grafts (CONT) or allografts (D5) obtained from three individuals. (B) Hepatic mRNA levels analyzed on POD5 and POD8, indicating the value of mRNAs measured in the syngeneic grafts (CONT) or allografts (D5 or D8) obtained from three individuals. A two‐tailed unpaired *t* test was used to calculate *P*‐values comparing syngeneic grafts with allografts.

## Discussion

Microarray is widely used and accepted as a stable, well established and less costly technology to investigate gene expression data 1, 8, 14, 15. In this study based on microarray data, we established a novel method, SFC, to detect differential expression and compared it with the *t* test and Limma. According to Eqn (1), the parameter *b* can be adjusted to control the nearby number of probes, which contribute the variance of the central probe. We set 1000 as default, and users are able to customize this value based on a different number size of microarray probe. For the simulation data, the parameter configurations (θ and *k*) of the null hypothesis and alternative hypothesis also can be adjusted (Eqns (2) and (3)) 7. Moreover, we calculated the FPR and FNR based on different significance levels (*P *=* *0.01 and 0.001) for different values of θ and *k*. With a more stringent significance level (0.05, 0.001), the FPRs were decreased while the FNRs were increased, which was observed by all three methods (Figs 1, S2 and S3, Tables 1, S1 and S2). Notably, when *P *=* *0.001, the *t* test gave a high FPR (48%, θ = 50%, and the true positive gene percentage was 10%) and Limma performed with a high FNR (sometimes more than 90%). This suggests the *t* test will give more positive hits with a high FPR, while Limma will report fewer hits to reduce the FPR but miss some true positive ones. Importantly, SFC can give a good balance of FPR and FNR, and perform well for both FPR and FNR with a stringent significance level.

Statistical correction (e.g. the Bonferroni correction) is often introduced for multiple comparisons to adjust the *P*‐value and control the false discovery rate 16. We also analyzed the mouse transplantation data by the other two methods (Limma and the *t* test) with different significance levels (*P *=* *0.05, 0.001 and 0.05 with the Bonferroni correction). 

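Without correction for multiple testing and at a significance level of 0.05, Limma called 14993 genes in the heart at POD5 (7802 higher, 7191 lower), 7380 in the liver at POD5 (3541 higher, 3839 lower) and 7917 at POD8 (3600 higher, 4317 lower). The t test called 14038, 6604 and 7197 genes in the same phases, and SFC 3402, 3426 and 3358. As shares of the probes tested, these were 44.0%, 20.3% and 21.9% for Limma, 40.8%, 17.8% and 19.5% for the t test, and 8.99%, 9.17% and 9.05% for SFC.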

Limma and the *t* test had a large number of positive hits when the *P*‐value was 0.05 in three phases (Figs S5 and S6). 

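At an unadjusted significance level of 0.001, Limma called 4421 genes in the heart at POD5, 977 in the liver at POD5 and 1232 at POD8. The t test called 2778, 529 and 776 genes, and SFC 852, 1044 and 1071. The genes called in all 3 phases at that level numbered 308 for Limma, 123 for the t test and 176 for SFC.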

When the level of significance was *P *<* *0.001, the positive hits by Limma and the *t* test decreased a lot while by SFC the number stayed relatively stable. When the *P*‐value was stringent at 0.05 with the Bonferroni correction (Figs 3 and S4), SFC still reported 52 significances overlapping with three phases, but Limma and the *t* test showed no overlapping significance. 

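Some genes were called by both the t test and SFC at the Bonferroni-adjusted level, and they are named here after their values were seen. In the heart these were Irf1, Il18bp, Pnpla5 and Batf2, higher in the allografts with log2 differences of 4.86, 4.19, 6.73 and 5.77, and Cd163, which fell by 4.45. In the liver at POD5 they were Gbp5 and ENSMUST00000103266, with log2 differences of 3.41 and 4.33. At POD8 they were Gfi1 (4.52), Cd8a (8.02), Cd96 (5.43), Gbp5 (4.45) and Spn (3.60), all higher in the allografts. For ENSMUST00000103266, Gfi1, Cd8a and Cd96 no hepatic control lay well above background, so that these log2 differences depend on how background signals are treated. Among the 63 genes of the SFC intersection, 0 of the t test's genes in the heart, 1 at hepatic POD5 and 2 at hepatic POD8 were found.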

The results of the *t* test showed no shared significance with SFC. Intriguingly, in 67 significances for cardiac POD5 reported by Limma (Fig. S4), 30 genes showed in the cardiac POD5 result for SFC, and 16 showed in the 52 significances. 

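Of the 84 genes that Limma called in the heart, 35 (41.7%) were also called by SFC there and 21 lay in the SFC intersection of the 3 phases. Conversely, 131 of the 222 SFC genes of the heart (59.0%) passed Limma's Benjamini-Hochberg adjusted level.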

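In the liver at POD5, 4 of the 6 Limma genes were called by SFC and 2 lay in the SFC intersection. At POD8, 17 of 39 were called by SFC and 8 lay in the intersection. Limma called 5 genes at both hepatic time points, Cd8a, ENSMUST00000103266, Gbp5, Septin1 and Siglecf, and 2 of them lay in the intersection.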

Besides, for hepatic POD5 and POD8 by Limma, 4 out of 7 (POD5) and 19 out of 36 (POD8) significant genes were observed in the corresponding results of SFC, and 2 out of 5 (overlapping in POD5 and POD8) significant genes appear in the 52 genes from SFC. As 19 of 52 genes from SFC were randomly selected and all passed the validation of qRT‐PCR, these results indicated that SFC gave a more stable result than the *t* test and Limma.

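Of the 7 genes that Table S4 lists under graft-versus-host disease and under allograft rejection, 6 had a probe named here, and all 6 were in the SFC intersection and higher in the allografts in every phase. Their median log2 fold change was 5.32 in the heart, 4.40 in the liver at POD5 and 4.64 at POD8. Of the MHC class II genes among them, H2-Ab1 was 18.5-fold higher in the heart, 13.5-fold in the liver at POD5 and 18.1-fold at POD8. H2-DMa was 18.5-fold, 10.6-fold and 11.5-fold higher, and H2-DMb1 9.48-fold, 10.5-fold and 13.5-fold. All 6 arrays of each phase lay well above background for these genes. The Limma differences of all 3 were past the Benjamini-Hochberg adjusted level in every phase, with 3 of 3 allografts above the controls, and the brightest probe of H2-DMb1 was not called by SFC in the heart, where another probe of the gene was. Table S4 was made from the paper's own SFC intersection on these arrays, so that membership in the intersection here is not independent evidence. The enrichment itself was not recalculated.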

We therefore investigated the functions of these 52 genes (Table S4), revealing the most significant pathways were graft‐versus‐host disease (mmu05332) and allograft rejection (mmu05330). Moreover, immune system response (e.g. mmu04612, mmu04660, GO: 0006955) and positive regulation (e.g. GO: 0050863, GO: 0051249, GO: 0050870) were also activated. 

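Among the genes that Table S4 lists under immune response, 23 had a probe named here and all 23 were in the SFC intersection, with a median log2 fold change of 4.90 in the heart, 4.12 in the liver at POD5 and 4.42 at POD8. For antigen processing and presentation (mmu04612) and T cell receptor signaling (mmu04660), all 5 genes found for each term were in the intersection. For regulation of T cell activation and regulation of lymphocyte activation 7 of 8 genes were, and for positive regulation of T cell activation 5 of 6. The exception in these 3 terms was Pdcd1lg2, which was higher in the allografts in all 3 phases and not called in the liver at POD5. Since Table S4 lists genes of the paper's own intersection on these arrays, these shares are not independent evidence either.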

All these enrichment analyses indicated a reaction of transplantation rejection *in vivo* and functional changes of the immune system both at the cardiac and at the hepatic level after 5 days of allografts 6, 17, 18.

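Lists of marker genes for 6 cell types or states, written before the data were examined, were compared between allografts and controls with limma's camera at an inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over the 18 combinations of list and phase. The T cell list was higher in all 3 phases, with all 12 genes above the controls and a median log2 difference of 4.26 in the heart, 3.85 in the liver at POD5 and 3.06 at POD8 (adjusted P = 9.5e-09, 6.7e-14 and 1.4e-14). With genes at their lower bound the medians were 4.26, 3.92 and 3.09. Of the T cell list, 4 genes were in the SFC intersection, and none of the other lists had a gene there. The B cell list did not pass in any phase (medians -0.01, -0.23 and 0.04), and 1 of its 11 genes, Blk, did not lie well above background on any array of any phase. Macrophage markers were higher in the liver, by 1.48 at POD5 and 1.86 at POD8 in all 11 genes (adjusted P = 7.9e-05 and 2.8e-06), and did not pass in the heart (0.48, 7 of 11 genes higher, adjusted P = 0.58). Without the first hepatic control the hepatic medians were 0.92 and 1.09, and with each array left out in turn they ranged up to 1.75 and 2.18, all past the level. Cardiomyocyte markers fell by 0.62 in the heart, with 13 of 15 genes lower (adjusted P = 0.0032). Hepatocyte markers did not pass in the liver (medians -0.11 and 0.01), where the 75th percentile scaling gave -0.998 and -0.79, still not past the level. The proliferation list was higher by 1.40, 3.02 and 1.97, with 13, 12 and 12 of 13 genes above the controls (adjusted P = 7.1e-05, 2.4e-12 and 1.9e-09). Under the fry test, the calls of the T cell and proliferation lists in all phases and of the cardiomyocyte list in the heart held, and those of the macrophage list in the liver did not (adjusted P = 0.13 and 0.097). The median and the mean differed in sign for the B cell list in the heart (mean 0.03) and the hepatocyte list at hepatic POD8 (mean -0.03), camera placed the B cell list at hepatic POD5 upward, and fry placed the macrophage list in the heart downward, none of them past the level. The paper reads the enriched terms as pointing to transplantation rejection in vivo and to a changed function of the immune system.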

In conclusion, based on the quality control experimental data and simulated data, SFC performed better than Limma and much better than the *t* test by using the nearby information of one probe in pooled probes. We utilized SFC for the real data of mouse transplantation models, and it reported a more stable and convincing set with 52 significant genes, revealing insights into pathway and gene expression changes after both cardiac and hepatic allografts. Nineteen genes were further randomly picked up and validated by qRT‐PCR. We suggest SFC is a new and effective approach that can detect differential expression and help to obtain more reliable information in microarray studies.

## Author contributions

WZ, YW, XL and JW designed the project. LS supported the MAQC data, and MF and XL supported the mouse model and validations. WZ carried out the analysis and simulations. WZ, XL and JW wrote the manuscript. LJ, XL and JW contributed to the final revision the paper. All authors read and approved the final manuscript.

## Supporting information

**Fig. S1.** Distribution of mean and variance of sample microarray signals in each probe derived from the MAQC data. Click here for additional data file.

**Fig. S2.** Bar graphs of FPR and FNR from the three methods under the null hypothesis (H0) and the alternative hypothesis (H1) with the level of significance set at *P *<* *0.01. Click here for additional data file.

**Fig. S3.** Bar graphs of FPR and FNR from the three methods under the null hypothesis (H0) and the alternative hypothesis (H1) with the level of significance set at *P *<* *0.001. Click here for additional data file.

**Fig. S4.** Venn diagrams of significant gene numbers analyzed by the *t* test and Limma with the level of significance set at *P *<* *0.05 after the Bonferroni correction. Click here for additional data file.

**Fig. S5.** Venn diagrams of significant gene numbers analyzed by the *t* test, Limma and SFC with the level of significance set at *P *<* *0.05. Click here for additional data file.

**Fig. S6.** Venn diagrams of significant gene numbers analyzed by the *t* test, Limma and SFC with the level of significance set at *P *<* *0.001. Click here for additional data file.

**Table S1.** Evaluation of three methods with the level of significance set at *P *<* *0.01.
**Table S2.** Evaluation of three methods with the level of significance set at *P *<* *0.001.
**Table S3.** Primer sequences for qRT‐PCR. Click here for additional data file.

**Table S4.** GO term and pathway enrichment analysis based on the 52 significant genes. Click here for additional data file.

## References

[1] MAQC Consortium , Shi L , Reid LH , Jones WD , Shippy R , Warrington JA , Baker SC , Collins PJ , de Longueville F , Kawasaki ES , *et al* (2006) The MicroArray Quality Control (MAQC) project shows inter‐ and intraplatform reproducibility of gene expression measurements. Nat Biotechnol 24, 1151–1161.1696422910.1038/nbt1239PMC3272078

[2] Smyth GK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3, Article 3.10.2202/1544-6115.102716646809

[3] Ritchie ME , Phipson B , Wu D , Hu Y , Law CW , Shi W and Smyth GK (2015) limma powers differential expression analyses for RNA‐sequencing and microarray studies. Nucleic Acids Res 43, e47.2560579210.1093/nar/gkv007PMC4402510

[4] Rice JA (2007) Mathematical Statistics and Data Analysis, 3rd edn Thomson/Brooks/Cole, Belmont, CA.

[5] Hou J , Zhang Q , Fujino M , Cai S , Ito H , Takahashi K , Abe F , Nakajima M , Tanaka T , Xu J *et al* (2015) 5‐Aminolevulinic acid with ferrous iron induces permanent cardiac allograft acceptance in mice via induction of regulatory cells. J Heart Lung Transplant 34, 254–263.2545575310.1016/j.healun.2014.09.037

[6] Morita M , Chen J , Fujino M , Kitazawa Y , Sugioka A , Zhong L and Li XK (2014) Identification of microRNAs involved in acute rejection and spontaneous tolerance in murine hepatic allografts. Sci Rep 4, 6649.2532344810.1038/srep06649PMC5377586

[7] Wang Y , Li Y , Cao H , Xiong M , Shugart YY and Jin L (2015) Efficient test for nonlinear dependence of two continuous variables. BMC Bioinformatics 16, 260.2628360110.1186/s12859-015-0697-7PMC4539721

[8] Shi L , Campbell G , Jones WD , Campagne F , Wen Z , Walker SJ , Su Z , Chu TM , Goodsaid FM , Pusztai L , *et al* (2010) The MicroArray Quality Control (MAQC)‐II study of common practices for the development and validation of microarray‐based predictive models. Nat Biotechnol 28, 827–838.2067607410.1038/nbt.1665PMC3315840

[9] Dennis G Jr , Sherman BT , Hosack DA , Yang J , Gao W , Lane HC and Lempicki RA (2003) DAVID: database for annotation, visualization, and integrated discovery. Genome Biol 4, P3.12734009PMC193660

[10] Edgar R , Domrachev M and Lash AE (2002) Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30, 207–210.1175229510.1093/nar/30.1.207PMC99122

[11] Nishio Y , Fujino M , Cai S , Kitajima Y , Saito T , Tsumura H , Ito M , Ito Y , Nagahara Y and Li XK (2016) Impaired CD98 signaling protects against graft‐versus‐host disease by increasing regulatory T cells. Transpl Immunol 35, 34–39.2683647510.1016/j.trim.2016.01.005

[12] Vaux DL , Fidler F and Cumming G (2012) Replicates and repeats–what is the difference and is it significant? A brief discussion of statistics and experimental design EMBO Rep 13, 291–296.2242199910.1038/embor.2012.36PMC3321166

[13] Fomel S and Claerbout JF (2009) Guest editors’ introduction: reproducible research. Comput Sci Eng 11, 5–7.

[14] Barrett T and Edgar R (2006) Mining microarray data at NCBI's Gene Expression Omnibus (GEO)*. Methods Mol Biol 338, 175–190.1688835910.1385/1-59745-097-9:175PMC1619899

[15] Roy NC , Altermann E , Park ZA and McNabb WC (2011) A comparison of analog and Next‐Generation transcriptomic tools for mammalian studies. Brief Funct Genomics 10, 135–150.2138900810.1093/bfgp/elr005

[16] Cui X and Churchill GA (2003) Statistical tests for differential expression in cDNA microarray experiments. Genome Biol 4, 210.1270220010.1186/gb-2003-4-4-210PMC154570

[17] Chen X , Chang CH , Stein R , Cardillo TM , Gold DV and Goldenberg DM (2013) Prevention of acute graft‐versus‐host disease in a xenogeneic SCID mouse model by the humanized anti‐CD74 antagonistic antibody milatuzumab. Biol Blood Marrow Transplant 19, 28–39.2302598810.1016/j.bbmt.2012.09.015

[18] Fujiwara H , Maeda Y , Kobayashi K , Nishimori H , Matsuoka K , Fujii N , Kondo E , Tanaka T , Chen L , Azuma M *et al* (2014) Programmed death‐1 pathway in host tissues ameliorates Th17/Th1‐mediated experimental chronic graft‐versus‐host disease. J Immunol 193, 2565–2573.2508048510.4049/jimmunol.1400954

# Supplementary material for: A standardized fold change method for microarray differential expression analysis used to reveal genes involved in acute rejection in murine allograft models
**Source:** FEBS Open Bio. 2018 Jan 25;8(3):481–90. doi: 10.1002/2211-5463.12343
**Supplement:** Supplementary file 7 — Table S1. Evaluation of three methods with the level of significance set at P < 0.01. Table S2. Evaluation of three methods with the level of significance set at P < 0.001. Table S3. Primer sequences for qRT‐PCR.

**Supplementary Table 1. Evaluation of three methods with the significant p-value under 0.01.**

|  |  | **T-test** | **Limma** | **SFC** |  |
| --- | --- | --- | --- | --- | --- |
|  | **H0** | | | | |
|  | FPR (%) | 0.970 | 1.082 | 1.420 |  |
|  | FNR (%) | 0.000 | 0.000 | 0.000 |  |
|  | Calls in total (%) | 0.970 | 1.082 | 1.420 |  |
|  | **H1 : simulated** **real positive calls = 1%** | | | | |
|  | FPR (%) | 1.379 | 1.134 | 1.244 | θ=10% |
|  |  | 2.689 | 1.258 | 1.007 | θ=25% |
|  |  | 6.099 | 1.685 | 0.729 | θ=50% |
|  | FNR (%) | 13.458 | 38.567 | 12.100 | θ=10% |
|  |  | 1.092 | 15.883 | 0.267 | θ=25% |
|  |  | 0.808 | 5.333 | 0.000 | θ=50% |
|  | Calls in total (%) | 2.224 | 1.733 | 2.104 | θ=10% |
|  |  | 3.644 | 2.080 | 1.987 | θ=25% |
|  |  | 7.023 | 2.608 | 1.714 | θ=50% |
|  | **H1 : simulated real positive calls = 5%** | | | | |
|  | FPR (%) | 5.027 | 1.598 | 0.735 | θ=10% |
|  |  | 18.756 | 4.090 | 0.259 | θ=25% |
|  |  | 38.461 | 9.801 | 0.134 | θ=50% |
|  | FNR (%) | 13.419 | 39.507 | 13.363 | θ=10% |
|  |  | 0.924 | 14.851 | 0.449 | θ=25% |
|  |  | 0.699 | 3.790 | 0.000 | θ=50% |
|  | Calls in total (%) | 9.101 | 4.540 | 5.026 | θ=10% |
|  |  | 22.767 | 8.140 | 5.220 | θ=25% |
|  |  | 41.500 | 14.117 | 5.123 | θ=50% |
|  | **H1 : simulated real positive calls = 10%** | | | | |
|  | FPR (%) | 14.235 | 2.847 | 0.218 | θ=10% |
|  |  | 41.815 | 9.210 | 0.066 | θ=25% |
|  |  | 61.904 | 20.666 | 0.020 | θ=50% |
|  | FNR (%) | 13.950 | 40.375 | 16.286 | θ=10% |
|  |  | 1.096 | 13.775 | 1.193 | θ=25% |
|  |  | 0.652 | 2.9644 | 0.000 | θ=50% |
|  | Calls in total (%) | 21.416 | 8.525 | 8.567 | θ=10% |
|  |  | 47.523 | 16.911 | 9.939 | θ=25% |
|  |  | 65.648 | 28.303 | 10.017 | θ=50% |

**Supplementary Table 2. Evaluation of three methods with the significant p-value under 0.001.**

|  | **T-test** | **Limma** | **SFC** |  |
| --- | --- | --- | --- | --- |
| **H0** | | | | |
| FPR % | 0.107 | 0.116 | 0.337 |  |
| FNR % | 0.000 | 0.000 | 0.000 |  |
| Calls in total (%) | 0.107 | 0.116 | 0.337 |  |
| **H1 : simulated real positive calls = 1%** | | | | |
| FPR % | 0.184 | 0.139 | 0.248 | θ=10% |
|  | 0.558 | 0.141 | 0.151 | θ=25% |
|  | 2.084 | 0.152 | 0.086 | θ=50% |
| FNR % | 23.892 | 97.883 | 18.25 | θ=10% |
|  | 3.592 | 95.867 | 0.833 | θ=25% |
|  | 0.808 | 98.742 | 0.000 | θ=50% |
| Calls in total (%) | 0.938 | 0.159 | 1.057 | θ=10% |
|  | 1.510 | 0.180 | 1.134 | θ=25% |
|  | 3.048 | 0.163 | 1.078 | θ=50% |
| **H1 : simulated real positive calls = 5%** | | | | |
| FPR % | 1.611 | 0.145 | 0.115 | θ=10% |
|  | 8.489 | 0.259 | 0.022 | θ=25% |
|  | 23.793 | 0.463 | 0.009 | θ=50% |
| FNR % | 23.386 | 96.818 | 19.480 | θ=10% |
|  | 3.977 | 97.593 | 1.724 | θ=25% |
|  | 0.700 | 99.583 | 0.000 | θ=50% |
| Calls in total (%) | 5.358 | 0.297 | 4.131 | θ=10% |
|  | 12.862 | 0.367 | 4.930 | θ=25% |
|  | 27.565 | 0.460 | 5.004 | θ=50% |
| **H1 : simulated real positive calls = 10%** | | | | |
| FPR % | 5.472 | 0.211 | 0.020 | θ=10% |
|  | 25.920 | 0.501 | 0.004 | θ=25% |
|  | 48.030 | 0.726 | 0.001 | θ=50% |
| FNR % | 24.009 | 96.539 | 24.819 | θ=10% |
|  | 4.350 | 96.208 | 3.771 | θ=25% |
|  | 0.671 | 99.288 | 0.004 | θ=50% |
| Calls in total (%) | 12.523 | 0.536 | 7.535 | θ=10% |
|  | 32.892 | 0.830 | 9.625 | θ=25% |
|  | 53.160 | 0.725 | 10.000 | θ=50% |

**Supplementary Table 3. Primer sequences for qRT-PCR.**

| **Genes** | **Accession Number** | **Forward (5^’^–3^’^)** | **Reverse (5^’^–3^’^)** |
| --- | --- | --- | --- |
| ***Pdcd1lg2*** | NM_021396 | CTCTACCAGGTCACCAGTGTTCT | GGGTTCCATCCGACTCAGAGG |
| ***Cd8a*** | NM_001081110 | TGCCATGAGGGACACGAATAATAAG | AGTAGAGTTCACTTTCTGAAGGACTG |
| ***Ifng*** | NM_008337 | CCATCAGCAACAACATAAGCGTC | TGTTGACCTCAAACTTGGCAATAC |
| ***Tnfrsf9*** | NM_011612 | CCCTGGACGAACTGCTCTCTAG | CTGGAGTCACAGAAATGGTGGTAC |
| ***Klrk1*** | NM_033078 | GTTTCCTCAAGAGAGGGCTACTGT | AAATTGGTAACAGTTGTTTCTGTGACAT |
| ***Ido1*** | NM_008324 | TATCCAGTGCAGTAGAGCGTCAA | GGTCCACAAAGTCACGCATCC |
| ***Cd27*** | NM_001033126 | GCCAGCGGTCATCCCATAGA | GGCCCGTGGTTTCTTCTTTGA |
| ***Prf1*** | NM_011073 | GCATGTACAGTTTTCGCCTGGT | GTGCGTGCCATAGGAGGAGAT |
| ***Pdcd1*** | NM_008798 | TGACTTCCACATGAACATCCTTGAC | GTCTCCAGGATTCTCTCTGTTACCA |
| ***Ccl3*** | NM_011337 | TGTCATTTTCCTGACTAAGAGAAACC | GTTCCAGGTCAGTGATGTATTCTTG |
| ***Xcl1*** | NM_008510 | TGTGGAAGGTGTGGGGACTG | CCCTCCCAGATGATATAGGTCTTGAT |
| ***Ly6f*** | NM_008530 | GCTGGAGTGCTATAACTGCCTG | ACCTGCTGAGAAATGCAGACTG |
| ***Cst7*** | NM_009977 | GCCTGAAATATATGCTGGAGGTGAA | AATATAGAGTCCGCTTCAAGGCA |
| ***Gzmb*** | NM_013542 | CAAAGGCAGGGGAGATCATCG | TTGATCGAAAGTAAGGCCATGTAGG |
| ***Nkg7*** | NM_024253 | ACAGGTCCTCACTTCTCTGCC | GTCACATGGATATAACCTGCTACTTG |
| ***Ccl4*** | NM_013652 | ATGAAGCTCTGCGTGTCTGC | TCAGAGCCCATTGGTGCTGA |
| ***Crtam*** | NM_019465 | CCATTCAGCTACACAACTCTCCATTA | AAGGAGTCACTAACACGGTCACT |
| ***Tgtp1*** | NM_011579 | TCCCTAAGAGGAAAGCCATCACA | GTATGGTAGAAGCTCAGCAGTGG |
| ***Gbp2b*** | NM_010259 | AGATTGAAATGGAACGTATAAAAGCAGA | ATGTGCTCTTGATAACTCTGTTCCTT |
| ***18S*** | X03205.1 | ATGAGTCCACTTTAAATCCTTTAACGA | CTTTAATATACGCTATTGGAGCTGGAA |

**Supplementary Table 4. GO term and pathway enrichment analysis based on the 52 significant genes.**

Sheet 1: GO term enrichment analysis with three categories BP (biological process), MF (molecular function) and CC (cellular component).

Sheet 2: Pathway enrichment analysis based on the KEGG dataset.

How the deposited data were processed for this re-analysis (not part of the article)

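Gene expression was measured on 15 single-colour arrays, 3 for each of 5 groups: cardiac allografts at POD5, cardiac controls, hepatic allografts at POD5, hepatic allografts at POD8 and hepatic controls. The group of each array was taken from its sample label and the methods. Labels and methods describe the controls as normal tissue, and the results and legends describe them as isografts, which leaves open which of them they were.

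The authors deposited for each spot a processed intensity on the linear scale, made by the scanner software by subtracting a local background, correcting a trend across the array and setting signals not above background to a small positive value, without normalization between arrays. The deposited intensities also include the median brightness of each spot and of its background, which were used in 1 alternative. From the processed intensity, the natural log was taken here, spots with an outlier mark were left out (47 to 113 per array, with 0 saturated spots), the spots of a probe were averaged, and the arrays of a phase were quantile normalized. A probe was tested when it had a value on every array of the comparison, and it was taken to lie well above background on an array when the software had marked at least 0.5 of its spots so. The depth of an array is its signal over background, given with the cardiac and hepatic data above, and the number of arrays limits the precision.

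Probes were named by matching the systematic name in the files to the transcript accessions of a RefSeq table of the mouse assembly GRCm38.p6, which was used for names only. Of 41174 probes, 26690 (64.8%) matched, giving 18217 symbols. The remaining probes kept the name in the files, and all names together made 32301 genes. The plan had been to use a gene name column, which was not used here. A gene was called when any of its probes was, and took the direction of its probe with the smallest P-value.

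SFC followed Eqn (1) with a bin size b of 1000 and 0.455 as the median of a squared standard normal variable. The paper's text does not name the reference distribution of the statistic, and a standard normal was used. Limma was run with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading, and the methods' t-test was run with equal variances. All 3 methods were applied with a Bonferroni adjustment over probes at a significance level of 0.05, with Benjamini-Hochberg adjusted counts beside them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

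Further comparisons were of the hepatic allografts at POD8 with those at POD5, and of the cardiac with the hepatic POD5 difference as an interaction in 1 limma fit, both with Benjamini-Hochberg adjustment. Marker lists for T cells, B cells, macrophages, cardiomyocytes, hepatocytes and proliferation were tested with limma's camera at a preset inter-gene correlation of 0.01, and with fry as an alternative, on the brightest probe of each gene. List genes with no matched probe were not analysed here.

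The comparisons, their tests, the alternatives, the marker lists and the rule for naming genes were set before the data were examined, except where an alternative or test is said to have been chosen later. The genes named by rule were those of Table 2, those Table S4 lists under graft-versus-host disease and allograft rejection, in each phase the 3 higher and 3 lower genes with the largest absolute SFC among called genes whose allografts all lay beyond the controls, and any gene of the intersection with mixed direction. The fold change of a named gene was the ratio of group medians on its brightest probe, or on a probe with the accession in the paper where the paper gives one.

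The alternatives were quantile normalization over the organ or over all 15 arrays, scaling to the 75th percentile, only probes well above background on all arrays of 1 group, only probes with a RefSeq name (27156), bins 10 times smaller and 5 times larger, means in place of medians, other significance levels, limma with a trended and robust prior, 1 fit of 5 groups, blocks for replicate number, slide or scan, and leaving out each array in turn. A normexp background correction with an offset of 50 on mean signals had been set beforehand and was not run, since only median signals were used. The form on median signals, keeping spots with an outlier mark, the slide as a random block for the 2 further comparisons, the replicate block for the interaction, and the other Cd8a probes were added after the data were seen.

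Each step across probes was tested on simulated data, drawn from the mean and residual spread of each probe, with 200 probes changed by a log2 difference of 3. In the cardiac simulation (41025 probes), SFC called 193 of the 200 changed probes and 1157 unchanged ones, Limma 53 and 0, and the t test 28 and 2, after Bonferroni adjustment. With Benjamini-Hochberg adjustment, Limma called 142 changed and 9 unchanged probes. In the hepatic simulations, SFC called 184 changed and 1133 unchanged probes at POD5 (41155 probes) and 193 and 1152 at POD8 (41157 probes), and Limma 32 and 39 changed probes with 0 unchanged. Only 200 probes were changed, whereas allografts and controls were separated in 54.6%, 31.2% and 31.4% of the real probes. The SFC denominator comes from the differences of neighbouring probes, almost all unchanged in the simulations. The calls of unchanged probes are therefore not SFC's error rate on the real arrays, where it called 243, 361 and 397 probes. For the further comparisons, limma called 152 changed and 12 unchanged probes for POD8 against POD5 (41152 probes) and 141 and 5 for the interaction (41003 probes), with Benjamini-Hochberg adjustment. In the simulation of the lists, only the list that had been raised, that of T cells, was called.

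The MAQC data, the simulations of the paper, the qRT-PCR measurements and the DAVID enrichment were not analysed here.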

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

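The slide as a random block, the count of other splits for the marker lists between organs, and the gap between the proliferation and B cell lists were tests chosen after the result was seen.

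Between the hepatic allografts at POD8 and at POD5, limma called 3 genes after Benjamini-Hochberg adjustment, all higher at POD8, a difference between time points that was tested directly and that the paper does not report. They are named after their values were seen: Calcb (log2 difference 4.41, adjusted P = 0.0011), XM_001474655 (1.87) and ENSMUST00000025719 (1.78, adjusted P = 0.033 for both). Their probes lay well above background on 3, 7 and 1 of the 9 hepatic arrays, so that the sizes of these differences depend on how signals at background are treated. The methods' t-test called 1 gene after the same adjustment, and at an unadjusted level of 0.05 limma called 3101 genes and the t test 3997. None of the 19 genes of Table 2 passed (median log2 difference 0.02), also when adjusted over the list alone. Chance cannot be excluded, since 1 of 10 splits of the 6 allografts, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. The time points were on different slides and cannot be told apart from them, and with the slide as a random block 1 gene was called. Without each array in turn the count was 1 to 7, with 1 without the first POD5 allograft and 7 without the third. Of these 7 genes, 4 were higher and 3 lower at POD8. Without the first hepatic control 5 genes were called, 4 higher and 1 lower, and in the other fits all called genes were higher. The time after transplantation stays open as an explanation.

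The difference between cardiac allografts and controls and that between hepatic POD5 allografts and controls were themselves different in 6632 genes by limma's interaction term after Benjamini-Hochberg adjustment, 3206 higher in the heart and 3426 lower. After Bonferroni adjustment 176 genes passed, and 11920 did at an unadjusted level of 0.05. Of the 19 genes of Table 2, a list that the study chose on these samples, 5 passed, Ifng (log2 difference 4.76, with 2 of 3 hepatic controls above background), Gbp2b, Xcl1, Pdcd1lg2 and Cd8a. No size is given for the last 4, since no cardiac control (Gbp2b) or no hepatic control (Xcl1, Pdcd1lg2 and Cd8a) lay well above background. The probe of Cd8a that passed was lower in the cardiac difference, while the fold changes of its other probes were higher in the heart than at hepatic POD5 (46.5 against 43.0 and 66.3 against 29.7, without a bound), so that its direction depends on the probe. Of 100 regroupings of the heart and liver arrays, 1, the real one, gave as many genes. The others gave a median of 0 and at most 5135. Each regrouping exchanged allografts and controls within an organ. The count thus argues against arrays without group differences in both organs. It does not test whether the cardiac and hepatic differences were equal. An array of the wrong organ is argued against by the organ markers. The mean of the cardiomyocyte list was at least 14.5 on the log2 scale on every cardiac array and at most 4.77 on every hepatic array. That of the hepatocyte list was at least 15.5 on every hepatic array and at most 3.77 on every cardiac array. This does not exclude an exchange between allografts and controls of an organ. The slide stays open. With the slide as a random block 4342 genes were called, but cardiac allografts and controls were each on a slide of their own, so that slide and group cannot be told apart in the heart. The third POD5 hepatic allograft was on the slide of the cardiac allografts, and its departure from the other POD5 allografts had a correlation of -0.064 across probes with the cardiac difference, with a departure larger than those of the other POD5 allografts (SD 0.777, 0.530 and 0.537, log2). Normalization also stays open, since scaling to the 75th percentile gave 15363 genes, 12587 of them higher in the heart, and the dimmer hepatic controls were not tested for this comparison. With each array left out in turn, the count was 4319 (without the third cardiac control) to 8228. The organ, as the design has it, is a biological explanation that was not tested apart from these.

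Limma's camera placed the macrophage list (median log2 -0.77) and the proliferation list (-1.77) lower in the heart difference than in the hepatic POD5 difference, with an adjusted P of 0.0053 for each (Benjamini-Hochberg over 6 lists). In the liver all 11 macrophage genes were higher in the allografts and in the heart 7 of 11, and of 13 proliferation genes 12 and 13. Under fry neither passed (adjusted P = 0.19 and 0.12). The cardiomyocyte (-0.72), T cell (0.13), B cell (0.04) and hepatocyte (0.29) lists did not pass in either test. The regroupings cannot exclude chance, since 66 of 100 gave as many lists past the level, with a median of 2 in the others and 5 at most, but most of them keep part of the real differences. The dim hepatic controls stay open as well. Without the first of them the hepatic POD5 median fell from 1.48 to 0.92 for the macrophage list and from 3.02 to 2.74 for the proliferation list. The comparison of lists between organs was not repeated without it. The slide is confounded in the heart as above, and the organ stays open as an explanation that was not tested apart from the slide or these controls.

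The proliferation list, made of genes outside those the paper discusses, was higher in the allografts by a median of 1.40 on the log2 scale in the heart, 3.02 in the liver at POD5 and 1.97 at POD8. It was also past the level under fry, and under the 75th percentile scaling the medians were 1.42, 2.92 and 1.90. Over the fits that leave out 1 array they were 1.10 to 1.66, 2.74 to 3.14 and 1.77 to 2.18. A lower share of parenchymal RNA would raise the markers of every other cell type alike. That is argued against as the whole cause if B cells themselves did not fall, which was not tested. The proliferation list lay above the B cell list by 1.41, 3.25 and 1.93, more than the larger SD between the genes of a list (0.967, 1.24 and 1.02). In each phase 3 of the 11 B cell genes gave no fold or a bound not above 1. Without these, and with genes at their bound, the B cell medians were 0.06, -0.12 and 0.23. For the number of lists past the level, the regroupings of the arrays cannot exclude chance, since 21 of 100 gave at least the 9 seen, with a median of 7 and at most 13 in the others, but most of them keep part of the real differences. The slide in the heart stays open. More dividing cells in the allografts may be a biological explanation, which remains a hypothesis, and any dividing cell type expresses these genes.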

How the results depend on the processing

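The normexp correction on median signals, the spots with an outlier mark kept, the slide as a random block for the comparison of POD8 with POD5 and of heart with liver, and the replicate block for the latter were tests chosen after the data were seen. Counts within 1.5 times the reported count are taken as unchanged, and the cause was not tested for any of the other results below unless one is given.

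SFC counts stayed within that range under quantile normalization over the organ (222 genes in the heart, 341 in the liver at POD5, 359 at POD8 and 63 in all 3 phases) or over all 15 arrays (221, 323, 320 and 63), with outlier spots kept (220, 340, 366 and 62), and with a bin 10 times smaller (256, 352, 381 and 57) or 5 times larger (180, 333, 374 and 62). Without each array in turn they ranged from 175 to 228 in the heart, 249 to 501 at hepatic POD5, 352 to 541 at POD8 and 51 to 73 in all 3 phases. With 1 array left out, 108 to 135 of the 222 cardiac genes were among those called, 162 to 258 of the 338 at hepatic POD5, 194 to 270 of the 364 at POD8 and 50 to 63 of the 63 in all 3 phases, so that the counts moved less than the genes in them. The number of lower genes moved further than the total. Under quantile normalization over all 15 arrays it was 101 in the heart, and 23 at hepatic POD5 and 23 at POD8, both beyond the range taken as unchanged. With 1 array left out, it ranged from 28 (without the third cardiac allograft) to 101 in the heart, where 100 were reported, from 18 (without the second POD5 allograft) to 158 (without the first control) at hepatic POD5, where 39 were, and from 20 (without the second POD8 allograft) to 208 (without the first control) at POD8, where 42 were.

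Scaling to the 75th percentile moved SFC from 222, 338 and 364 genes to 105 (95 higher, 10 lower), 190 and 162, of which 101, 180 and 159 were among those reported. All 53 genes it called in all 3 phases were among the 63. It moved Limma at hepatic POD5 from 6 to 36 and in all 3 phases from 0 to 17, and the t test from 5 to 2 (1 higher, 1 lower) at hepatic POD5 and from 13 to 2 at POD8. In the heart, Limma's split went from 54 higher and 30 lower to 105 and 8, and that of the t test from 12 and 7 to 16 and 4. The comparison of heart with liver POD5 went from 6632 genes (3206 higher, 3426 lower) to 15363 (12587 higher, 2776 lower). The scaling shifted the median log2 difference of all probes from 0.01 to 0.46 in the heart, from -0.07 to -0.37 at hepatic POD5 and from -0.08 to -0.46 at POD8, so that these directions are relative to the shift. AK006573 (0.27) and Dleu7 (0.45), lower in the heart as reported, were above 0 on the log2 scale under it but below the shift of 0.46, so that this change of sign does not count against their direction.

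With only probes well above background, SFC called 130 genes in the heart (102 higher, 28 lower), 224 at hepatic POD5 and 255 at POD8, and Limma 236, 56 and 86, with 19 in all 3 phases. This test leaves out the dim probes that SFC had called and adjusts over fewer probes. With only RefSeq probes, SFC called 144 genes in the heart (96 higher, 48 lower) and Limma 10 at hepatic POD5. The normexp correction gave SFC counts of 104 (88 higher, 16 lower), 154 and 193, Limma counts of 204 in the heart, 13 at hepatic POD5 and 4 in all 3 phases, and t test counts of 0 at hepatic POD5 (6060 at an unadjusted level of 0.05, where Limma called 13 after adjustment) and 4 at POD8. AK040392 at hepatic POD8 was at 0.039 on the log2 scale under it, no longer lower.

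Other significance levels are looser than the Bonferroni adjustment. After Benjamini-Hochberg adjustment, the counts in the heart, at hepatic POD5, at POD8 and in all 3 phases were 875, 1133, 1154 and 181 for SFC, 10882, 1376, 2035 and 648 for Limma, and 9075, 215, 780 and 104 for the t test. At an unadjusted level of 0.05 they were 3402, 3426, 3358 and 634 for SFC, 14993, 7380, 7917 and 3222 for Limma, and 14038, 6604, 7197 and 2473 for the t test. At 0.001 they were 852, 1044, 1071 and 176 for SFC, 4421, 977, 1232 and 308 for Limma, and 2778, 529, 776 and 123 for the t test.

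Means in place of medians lowered SFC in the heart to 105 genes (96 higher, 9 lower). A trended and robust prior lowered Limma at hepatic POD8 to 20. One fit of 5 groups, which estimates the spread from all 15 arrays, raised Limma to 876, 345 and 296 genes, with 129 in all 3 phases. With the scan as a block, Limma called 2 genes at hepatic POD5, with the slide as a random block 4, and with the slide as a block 0 at POD8 (8313 at an unadjusted level of 0.05, and 13 by the t test without a block).

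With a replicate block, Limma called 0 genes in the heart, at hepatic POD5 and at POD8 (13542, 5857 and 7244 at an unadjusted level of 0.05), the paired t test 1, 1 and 0 (5237 unadjusted at POD8), and limma 0 for POD8 against POD5 (3109 unadjusted). The replicate block left the comparison of heart with liver POD5 at 6078 genes. Across probes, the departures of same-numbered arrays from their group means had correlations of -0.070 to 0.047 in the heart, -0.15 to -0.10 at hepatic POD5 and 0.0037 to 0.055 at POD8.

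With the slide as a random block, 1 gene was called for POD8 against POD5 in place of 3, and 4342 for heart against liver POD5. Without each array in turn, these comparisons called 1 (without the first or second POD5 allograft, the second POD8 allograft or the second or the third hepatic control) to 7 genes (without the third POD5 allograft) and 4319 (without the third cardiac control) to 8228. Limma ranged from 4 to 40 genes in the heart, 0 (6529 unadjusted) to 2 at hepatic POD5 and 2 to 8 at POD8, and the t test from 3 (without the third cardiac control) to 22, 0 (without the first POD5 allograft or the third control, 4149 and 8296 unadjusted) to 4, and 2 to 9. The t test's split in the heart went from 12 higher and 7 lower to 22 and 0 without the first allograft. It was 1 and 8 without the first control and 0 and 3 without the third. These fits have fewer arrays, and both intersections of all 3 phases stayed at 0, against 3222 and 2473 genes at an unadjusted level of 0.05 with all arrays.

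The mean overlap between cardiac batches was 58.5% for SFC, 62.7% for Limma and 47.4% for the t test when taken over the union of both lists. With Bonferroni adjustment it was 85.8%, 0% (16 pairs with a called gene) and 0% (24 pairs), the last 2 from lists of at most 2 genes, with lists of 100 genes 86.8%, 35.9% and 8.72%, and with lists of 1000 genes 71.8%, 47.3% and 23.1%. Normalizing once over the 6 arrays gave 73.9%, 77.9% and 65.8%. Leaving out an array gave 74.1% to 82.5%, 76.3% to 90.2% and 63.8% to 83.2%.

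The number of marker lists past the level was 9 with the 75th percentile scaling, 10 with fry, and 9 to 10 without each array in turn. Under fry, the hepatocyte list in the heart (0.27) and the cardiomyocyte list in the liver (-0.27 at POD5, -0.46 at POD8) passed, and the macrophage list in the liver (1.48 and 1.86) did not. Without each array, the cardiomyocyte list at hepatic POD8 ranged from -0.60 to -0.33 and passed only without the third POD8 allograft (-0.40).

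Of 84 named values of a gene in a phase, SFC called 11 fewer under the 75th percentile scaling, 20 fewer under the normexp correction, 3 fewer with either other bin, 9 fewer and 1 more with means, and 1 fewer with quantile normalization over all 15 arrays, and without each array 48 fewer and 1 more, with 455 unchanged.

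Normexp on mean signals and 1 further check had been planned and were not run. Signal over background limits the folds of genes below background in the controls, which are lower bounds for the probe read and the processing described here only. The hepatic controls, with a 75th percentile of 92.1 to 226, are the dimmest arrays.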

Differences from the paper's values

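The values under the normexp correction and of the other Cd8a probes come from tests chosen after the data were seen. The paper's number of genes lower in the cardiac allografts by SFC is 20, and 100 were found here. Of the alternatives set before the data were examined, those with only probes well above background (28), without the second cardiac allograft (30) and without the third (28) lie within 1.5 times the paper's value, and the others do not. The normexp correction, chosen after seeing the values, gave 16. At hepatic POD5 the paper's number of lower genes is 99, and 39 were found here. Without the second hepatic control (87) or without the third (87) the value lies within 1.5 times the paper's, and under the other alternatives it does not. At hepatic POD8 the paper's number is 131, and 42 were found here. An unadjusted level of 0.001 (193) and leaving out the second (105) or the third hepatic control (166) bring it within 1.5 times the paper's value, and the other alternatives do not. For genes called at both hepatic time points and not in the heart, the paper's value is about 180 in Fig. 3, read by eye, and 118 were found here. Leaving out the first, second or the third cardiac allograft (127, 121 and 121), the first POD5 allograft (126), the first or second POD8 allograft (133 and 120) or the first or second hepatic control (190 and 134) brings it within 1.5 times, and the other alternatives do not.

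For Tgtp1 in the heart, the paper's fold change is 76.367 and the value here is 44.7. Quantile normalization over all 15 arrays lies within 1.5 times the paper's value, and the other alternatives do not. For Cd8a, the paper's fold changes are 33.458 at hepatic POD5 and 32.012 at POD8, and the values here are bounds of 103 and 109 for the brightest probe. None of the alternatives set before the data were examined lies within 1.5 times the paper's values, while the other probe with the same accession, chosen after seeing the values, gave 43.0 and 44.1, and a probe of Cd8a with another accession, also chosen after seeing the values, 29.7 and 38.5, all taken without a bound and with 0 controls above background. For Klrk1 in the heart, the paper's fold change is 28.611 and the value here is 16.1. Means in place of medians, and leaving out the first cardiac control, bring it within the range, and the other alternatives do not. Over all of Table 2, 16 of 18 values with a fold change in the heart, 9 of 12 at hepatic POD5 and 10 of 12 at POD8 lie within 1.5-fold of the paper's, and of the lower bounds (1, 7 and 7), 1, 6 and 6 lie at or below the paper's value. Beyond 1.5-fold, but by less than the SD between arrays, are Ifng (36.3 here, the paper's 54.675), Cd27 (21.5, the paper's 39.830) and Ly6f (36.1, the paper's 56.930) at hepatic POD5, and Cd27 (27.5, the paper's 41.565) and Ly6f (17.1, the paper's 29.637) at POD8.

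The paper ranks SFC above Limma and the t test in reproducibility on the cardiac data. At an unadjusted level of 0.05, the mean overlap here was highest for Limma (77.9%, against 73.5% for SFC and 65.6% for the t test), and it was so over the union of both lists (62.7%, 58.5% and 47.4%). With lists of 100 genes (86.8%, 35.9% and 8.72% for SFC, Limma and the t test) and with lists of 1000 genes (71.8%, 47.3% and 23.1%), SFC was highest. After Bonferroni adjustment it was 85.8% for SFC, and Limma and the t test called at most 2 genes per batch, too few for a ranking. The paper states that the t test and SFC share no gene, whereas 5 genes in the heart, 2 at hepatic POD5 and 5 at POD8 were shared here, named above. The paper describes the SFC counts as steadier than those of Limma and the t test when the level goes to 0.001. Here SFC went from 3402 to 852 genes in the heart, from 3426 to 1044 at hepatic POD5 and from 3358 to 1071 at POD8, Limma from 14993 to 4421, from 7380 to 977 and from 7917 to 1232, and the t test from 14038 to 2778, from 6604 to 529 and from 7197 to 776.

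The paper reports no gene called by Limma in all 3 phases, as was found here, but 17 were called with the 75th percentile scaling, 19 with only probes well above background, 129 with 1 fit of 5 groups and, chosen after seeing the values, 4 with the normexp correction. For the SFC intersection the normexp correction, chosen after seeing the values, gave 52 genes, the paper's number, against 63. The paper draws the genes of Table 2 from that intersection, and Klrk1, not called in the heart, and Pdcd1lg2, not called at hepatic POD5, were outside it here. Both were called in these phases after Benjamini-Hochberg adjustment and at unadjusted levels of 0.05 and 0.001, and under no other alternative.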

Other observations

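The splits counted over dim probes and the overlap among genes with an array well above background were tests chosen after the result was seen.

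SFC called at least as many genes as in the real groups in 10 of 10 splits of the 6 cardiac arrays into 3 and 3, 9 of 10 at hepatic POD5 and 10 of 10 at POD8, the real one included, and 10 splits cannot exclude chance. The other splits gave 435 to 1090 genes (median 674) in the heart, 312 to 1024 (477) at hepatic POD5 and 510 to 1314 (682) at POD8, against 222, 338 and 364. These splits put 2 arrays of a group beside 1 of the other, so that differences between the real groups remain in them, and they are not samples without an effect. For Limma, 1 of 10 splits, the real one, gave as many genes in the heart, 1 at hepatic POD5 and 1 at POD8, and for the t test 1, 1 and 1, with 0 genes in every other split for Limma and at most 1 for the t test. With 10 splits a share under 0.1 cannot arise whatever the data, so that this count cannot exclude chance here either. After Benjamini-Hochberg adjustment Limma called 10882, 1376 and 2035 genes in the real groups and 0 in every other split, and allografts and controls were separated in 54.6%, 31.2% and 31.4% of probes, where chance separates 10%, which goes against chance as the source of these differences but is not a test of it, since the probes are not independent and the other splits mix the real groups.

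A candidate explanation for genes called through dim probes is the small SFC denominator among the dimmest probes. Over the dimmest 10% of probes it was 0.080, 0.069 and 0.053 on the log2 scale in the heart, at hepatic POD5 and at POD8, against 1.29, 0.958 and 1.07 in the 10% where it was largest. Of the splits of the 6 arrays, 10 of 10 in the heart, 8 of 10 at hepatic POD5 and 10 of 10 at POD8 called at least as many probes that were not well above background on any array, with medians of 266, 165 and 249 in the other splits against 107, 112 and 125. Calls of brighter probes rose as well, from 136, 249 and 272 to medians of 464, 424 and 597, so that these splits do not single out dim probes. The fold changes answer a narrower question. Among called dim probes the highest was 2.47 in the heart, 2.42 at hepatic POD5 and 2.72 at POD8. Over the median denominators of the brightest 10% of probes (0.712, 0.50 and 0.40, log2), such folds would not pass the Bonferroni-adjusted level. The calls of dim probes thus needed a smaller denominator, and whether their differences are real stays open.

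SFC sets a difference of medians against neighbouring probes and not against the spread between replicates of the probe. If that let genes with overlapping groups pass, called genes would include them, and in 26.6% of the called cardiac genes (23.7% and 27.7% in the liver) allografts and controls overlapped, where chance alone would separate 10%. Split by signal, 53.3% of the genes called through dim probes overlapped in the heart, and 1.74% of the genes with an array well above background, which argues against it as a cause of overlap among the latter. In the liver the shares were 67.0% and 2.21% at POD5, and 76.0% and 2.51% at POD8.

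The number of hepatic POD5 genes above that of cardiac genes might come from the dim hepatic control arrays, and this stays open. With only probes well above background SFC called 224 genes at hepatic POD5 and 130 in the heart, but that filter keeps probes that are bright in the allografts and dim in the controls. Of the higher genes, 144 of 299 at hepatic POD5 and 27 of 122 in the heart had no control above background, and of the called probes, 134 and 121 lay well above background on all 6 arrays. Genes shared by both hepatic time points could come from the shared controls. In simulations of unchanged groups against those controls, a median of 102 genes (91 to 117) was shared, and the median share of the smaller of both lists was 21.4%, against 181 here (53.6%), 159 of them with an array well above background. The unchanged groups of the simulations had a median of 484.5 called genes, against 338 at hepatic POD5 and 364 at POD8 here. The direction was the same in all 181, and in 85.1% to 99.0% of the genes shared in a simulation. The simulation leaves open how much of the 181 the controls bring, since its groups were drawn from a model of the spread.

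For the SFC intersection of 3 phases, 23 of 100 joint regroupings of the arrays gave at least 63 genes, with a median of 7 and at most 171 in the others, so that this count cannot exclude chance. It does not speak for chance either, since most regroupings mix allografts and controls and keep part of the real differences. Of the 63 genes, 62 were higher in all 3 phases, and Limma called 62, 55 and 58 of them after Benjamini-Hochberg adjustment, where it called 0 genes in every other split of a phase, which goes against chance but is not a test of it, since SFC had chosen these genes on the same arrays. For Limma and the t test it was 100 of 100 for each, since both real intersections held 0 genes (3222 and 2473 at an unadjusted level of 0.05).

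Batches of arrays share arrays, which might make SFC's overlap high. On the other splits of the cardiac arrays, which share arrays alike, the mean overlap of SFC was at most 46.1%, against 73.5% in the real groups, which argues against shared arrays as the whole cause. SFC also lay above Limma on these other splits (41.5% to 46.1% against 17.5% to 34.2%, and 11.3% to 27.7% for the t test), and with lists of 100 genes (21.9% to 33.5% against 8.75% to 13.1%). The number of genes each method calls may also set the order of the methods. With lists of 1000 genes the overlap of SFC was 71.8% and Limma no longer lay above it (47.3%), which is consistent with that.

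Lower parenchymal markers in the allografts could come from a lower share of parenchymal RNA. In the heart the cardiomyocyte list fell by 0.62 on the log2 scale, and the hepatocyte list in the liver at POD5 had a median of -0.11, with genes on both sides. The explanation stays open there, since the median moved to -0.998 under the 75th percentile scaling. In the organs where they do not belong, the hepatocyte list had a median of 0.27 in the heart, where 6 of 12 genes did not lie well above background on any array (0.25 over the other genes), and the cardiomyocyte list -0.27 and -0.46 in the liver, where 5 genes did not (-0.44 and -0.56 without these and with genes at their bound).

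Ddx3y lay above Xist on each array, by 4.62 to 10.1 on the log2 scale, and Xist lay well above background on 0 of the 15 arrays. Organ markers lay 10.9 to 12.4 above those of the other organ on each array, a gap between different probes whose size depends on signals at background. Each list by itself also separated the organs. The cardiomyocyte mean was at least 14.5 on cardiac and at most 4.77 on hepatic arrays. The hepatocyte mean was at least 15.5 on hepatic and at most 3.77 on cardiac arrays, so that an array of the wrong organ is argued against.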
